# The effects of compression load to the trunk on lipid metabolism in an inactive phase

**DOI:** 10.1371/journal.pone.0270705

**Published:** 2022-07-06

**Authors:** Kousuke Shimada, Masakatsu Nohara, Fumika Shinozaki, Midori Tatsuda, Takayuki Watanabe, Asuka Kamei, Keiko Abe

## Abstract

The effects of compression load to a specific body part, e.g. leg, arm, or trunk, evoke many functions and are applied in various fields including clinical medicine, sports, and general health care. Nevertheless, little is known about the functional mechanism of compression load, especially regarding its effects on metabolic function. We investigated the effects of compression load to the trunk on the metabolism. We designed adjustable compression clothes for mice and attached them to ten-week-old C57BL/6N male mice in a controlled environment. The mice were divided into compression and no-compression groups, the latter only wearing the clothes without added compression. The evoked metabolic changes were evaluated using indirect calorimetry and transcriptomics with liver tissue to investigate the mechanism of the metabolic changes induced by the compression load. The results indicated decreases in body weight gain, food intake, and respiratory exchange ratio in the compression group compared to the no-compression group, but these effects were limited in the “light period” which was an inactive phase for mice. As a result of the transcriptome analysis after eight hours of compression load to the trunk, several DEGs, e.g., *Cpt1A*, *Hmgcr*, were classified into functional categories relating to carbohydrate metabolism, lipid metabolism, or immune response. Lipid metabolism impacts included suppression of fatty acid synthesis and activation of lipolysis and cholesterol synthesis in the compression group. Taken together, our results showed that activation of lipid metabolism processes in an inactive phase was induced by the compression load to the trunk.

## 1. Introduction

Several studies reported various functional effects of compression loads on a body, body parts, or cells. For instance, the cells which constitute bones, including osteoblasts and osteoclasts have a mechanosensing network [1, 2] and additional compression load to osteoblasts induce RANKL expression change and adjusts the bone morphological process [3–5]. Compression loads are used for several functional applications in various fields including clinical medicine, sports training, performance, and recovery, as well as general health care. Clinically, the compression load is used as one of the therapies for treating lower extremity varicose veins [6] and preventing lymphedema [7]. In sports, a number of recent studies have reported that compression load functions in reducing fatigue accumulated by exercise [8, 9]. The effectiveness of compression load in treating lower extremity varicose veins or reducing fatigue is due to how compression influences the vascular system, e.g., excitometabolism of waste products or vasodilator action [10, 11]. Moreover, a recent study has reported that compression garments influence cerebral blood flow circulation and cognitive function [12]. These papers suggest that a compression load to a specific site, e.g., leg, arm, or trunk, may influence not only those specific sites but also the whole body, because blood circulates through a whole body. In particular, metabolic functions lead to important mechanism for homeostatic maintenance in many organs, and these processes are related to the vascular system which is present in the whole body. Thus, we hypothesized that compression load may influence the metabolic function of the whole body. At present, little is known about the functional mechanisms of compression load, especially the effects on metabolic function. Therefore, in this study, we made adjustable compression clothes for mice; we aimed at evaluating the effects of the compression load on their trunks (from the clothes) on their metabolic function using indirect calorimetry and liver transcriptome analysis.

## 2. Materials and methods

### 2.1. Animals

Ten-week-old male C57BL/6N mice were purchased from Charles River (Hino, Japan). Mice were housed at a temperature of 22 ± 2 °C and a humidity of 50 ± 5% with a 12 hr light/dark cycle (lights on 8 a.m.–8 p.m). They had a free access to food and water, were provided with a chow diet (MF; Oriental Yeast, Tokyo, Japan) throughout the experimental period. The mice were acclimated in advance to the laboratory environment cages (24 cm length × 17.2 cm width × 12.9 cm depth, 413 cm^2^ floor area) for five days. Body weight gains and food intakes were regularly measured every other day during the experimental period. The animal experimental committee of the Innovation Center of Nanomedicine (Kawasaki, Kanagawa, Japan) approved all the animal experimental protocols (permit no.: A18-001-2).

### 2.2. Attaching adjustable compression clothes to a mouse

Adjustable compression clothes for mice used in this study were made with an aid of DIANA Co.,Ltd. The established materials used for adjustable compression clothes are comprised of textile cloth of 140 denier filament from the chest to the waist; compression load can be adjusted according to the degree of textile overlap. Mice were anesthetized using 2.5% isoflurane at a flow rate of 1 L/min and then attached in the adjustable compression clothes. To minimize the effects of the anesthesia, the anesthesia periods were set at 3 min or shorter for each application. When we applied changes to the points of compression, the mice were similarly anesthetized. The degree of compression load to the trunk was determined by 10% reduction of waist circumference. The compression load value was measured using the pressure measuring system (AMI3037-SB; AMI-Techno, Tokyo, Japan) for the compression group (n = 20) and the no-compression group (n = 20) at the time of compression condition change. These clothes loosened over time because of losing body weight by compression, and had to be re-tightened under anesthesia to maintain the pressure. To avoid re-anesthesia repeatedly, since anesthesia has no small effect on metabolism, the experiments were conducted within a short time to maintain the clothes pressure.

### 2.3. Measurement of indirect calorimetry

Mice were transferred to metabolic chambers with a size of 14 cm length × 14 cm width × 14 cm depth, 196 cm^2^ floor area after four days of wearing the adjustable compression clothes. After five days of acclimation to the metabolic chambers, as depicted in Fig 1A at experimental day 0, respiratory gases, O_2_ and CO_2_, exhausted from each chamber were measured with an indirect calorimetric system (ARCO-2000; ARCO SYSTEM INC., Japan). The respiratory exchange ratio and energy expenditure were calculated based on O_2_ consumption and CO_2_ production. These gas productions from each chamber were analyzed every 3 min, and the obtained data was calculated for every 30 min average. In the respiratory gases analysed for 24 hours, the compression group (n = 14) and the no-compression group (n = 12) were compared, and the analysis for six hours, n = 7 in the compression-loaded and the no-compression group, respectively, were compared.

**Fig 1:**
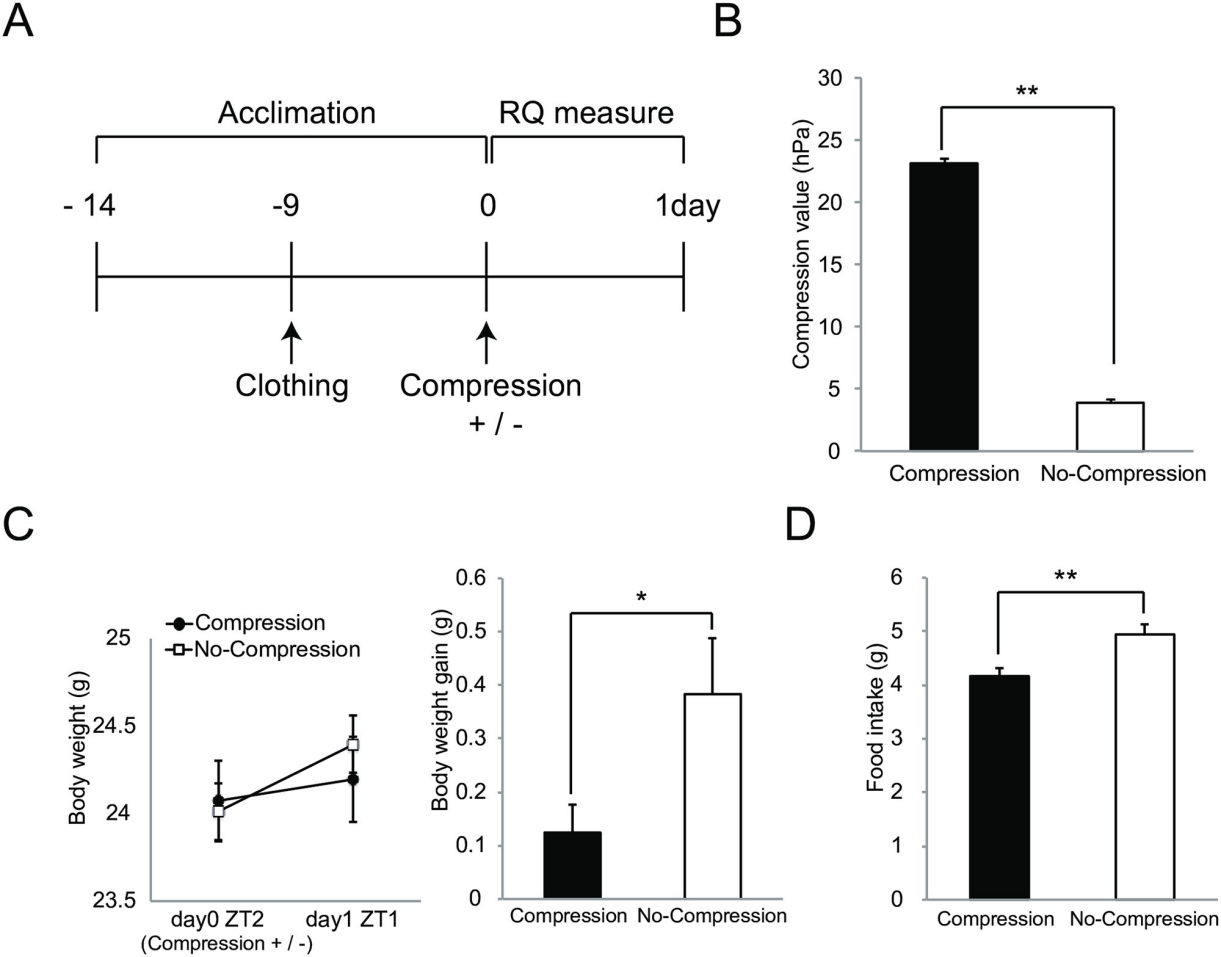
Effect of clothes compression to the trunk. A: Experimental protocol to investigate an effect on clothes compression load. B: Measure of compression value on left side of the abdomen by clothes compression load. C: Measurement of body weight change by clothes compression load to the trunk. (left panel showing body weight change and right panel is body weight gain). D: Measurement of food intake by clothes compression load. Each value is a mean with SEM. Significant difference detected by unpaired t-test. (*: p < 0.05, **: p < 0.01). B: n = 20 (no-compression group), n = 20 (compression group), C and D: n = 12 (no-compression group), n = 14 (compression group), respectively.

### 2.4. Sample preparation

Mice were anesthetized using 2.5% isoflurane at a flow rate of 1 L/min, and after cervical dislocation, the liver samples were collected. These liver sections were immediately frozen after excision using liquid nitrogen. All collected liver samples were maintained at −80°C until use.

### 2.5. DNA microarray assay

The samples used for DNA microarray were n = 7 in the compression-loaded and the no-compression group, respectively. Total RNA was isolated from each hepatic sample with TRI Reagent(R) (Molecular Research Center, Inc, Cincinnati, OH, USA) and purified using an RNeasy mini kit (QIAGEN, Tokyo, Japan). The RNA integrity number (RIN) was estimated as an index of the quality of the total RNA using an Agilent 2100 Bioanalyzer (Agilent Technologies Japan, Tokyo, Japan); the RIN of our total RNA isolated from each liver was higher than 8.5. Then, cRNA was synthesized from 200 ng of purified total RNA, and sense-strand cDNA was obtained using a GeneChip^™^ WT PLUS Reagent Kit (Thermo Fisher Scientific Inc, Waltham, MA, USA). The sense-strand cDNA was fragmented, biotinylated and hybridized to a Clariom^™^ S array, mouse (Thermo Fisher Scientific Inc) at 45°C for sixteen hours. The arrays were washed and stained with phycoerythrin with the GeneChip^®^ Fluidics Station 450 (Thermo Fisher Scientific Inc). The arrays were submitted to scanning on an Affymetrix GeneChip^®^ Scanner 3000 7G (Thermo Fisher Scientific Inc). The Affymetrix^®^ GeneChip^®^ Command Console^®^ Software (Thermo Fisher Scientific Inc) was used to make CEL files. All DNA microarray data (.CEL files) presented in this publication have been deposited in the National Center of Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nml.nih.gov/geo/). The data are accessible through accession number GSE150978.

### 2.6. DNA microarray data analysis

The CEL files were quantified by the qFarms using the statistical language R (3.4.4) (http://www.r-project) and Bioconductor (3.5) (http://www.bioconductor.org/). Hierarchical clustering was performed using the pvclust function in R. The rank products 2 (RP2) method was used to identify differentially expressed gene probe sets of the qFarms-quantified data. The probe sets with a false discovery rate (FDR) < 0.01 were considered to be differentially expressed genes (DEGs) between the compression and no-compression groups.

### 2.7. Ingenuity pathway analysis

Liver DEGs affected by the compression load to the trunk were submitted to QIAGEN’s Ingenuity Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity) and were functionally classified by disease and biofunctional analysis. The DEGs were coded as +1 (compression group > no-compression group) or −1 (compression group < no- compression group). Absolute Z-scores ≥ 2 were regarded as significantly enriched functions.

### 2.8. Statistical analysis

Each of data is presented as mean ± SEM. For physical and biochemical analysis, the data were compared by unpaired the Student’s t-test at p < 0.05.

## 3. Results

We made adjustable compression clothes for mice that they were able to wear without inhibiting normal behavior, e.g., rearing, grooming, and hanging behavior. Fig 1A shows an experimental protocol for investigating an effect on metabolic function by compression load to the trunk. Ten-week-old C57BL/6N male mice that were acclimated to the rearing environment and clothes were divided into compression-load and no-compression groups, the latter is a group of wearing the clothes without added compression. In this study, the degree of compression to the trunk was adjusted to the point that waist circumference was reduced by 10%. To measure the degree of compression value, a pressure measurement probe was set on the left side of the abdomen before compression load, and the compression value was measured after compression load (waist circumference 10% reduction). As a result, the values in the range of 20 to 25 hPa were confirmed on the left side of the abdomen by compression load to 10% waist circumference reduction (Fig 1B). To evaluate the influence on body weight change by compression load from wearing adjustable compression clothes, we confirmed body weight changes one day after the compression load. The effect of body weight change was not found in the average weight in each group, but body weight gain in the compression-load group was significantly inhibited in comparison with no-compression group (Fig 1C). Moreover, the amount of food intake during one day in the compression group was significantly lower than that in the no-compression group (Fig 1D). Next, to evaluate effects of the compression load on metabolism function, we analyzed respiratory gases (O_2_ and CO_2_) exhausted after compression load for one day using an indirect calorimetry system. The left panel of Fig 2A shows the mean plot of respiratory exchange ratio per one hour after changing a compression load condition. Several time points of the respiratory exchange ratio of the compression group in the light period (ZT2 to ZT11) showed lower values than that for the no-compression group; average values in the light period were also lowering the compression group (Fig 2A right). On the other hand, differences in the effect on respiratory exchange ratio in the dark period (ZT12 to ZT23) were not found between the groups (Fig 2A). Next, we evaluated the effects of compression load on energy expenditure. Several time points of energy expenditure for the compression group in the light period (ZT2 to ZT11) and their average for the light period were lower than for the no-compression group (Fig 2B). Energy expenditure in the dark period (ZT12 to ZT23) between groups was not influenced, similar to the respiratory exchange ratio. According to respiratory gases analysis, we confirmed that the effect of the compression load to the trunk was caused in the light period (ZT2 to ZT11). Next, we focused on light period that the effect on compression load was expected, and investigated an effect on metabolic function, e.g., body weight change, amount of food intake, respiratory gases analysis, and transcriptome in the liver as the main metabolic organ, after short-term compression load. The acclimation period before compression load is depicted in Fig 1A. The respiratory gases analyses were performed during compression load at six hours; liver tissue was sampled eight hours after compression load, and then hepatic gene expression was analyzed (Fig 3A). Respiratory gases analysis showed that the respiratory exchange ratio of the compression group was lower than that of the no-compression group, as in the previous experiment (at one day) (Fig 3B). Body-weight loss in the compression group was significantly increased in comparison with the no-compression group after 8 hr of compression load to the trunk (Fig 3C). Also, food intake in the compression group was significantly lower in comparison with the no-compression group (Fig 3D). On the other hand, compression load for eight hours did not influence tissue weight (e.g. liver and epididymal adipose tissue) (S1 Fig). Next, we investigated an effect to gene expression in liver which was burdened of compression load. Collected liver samples were analyzed using DNA microarray, and differentially expressed genes (DEGs) between the two groups were predicted using the rank products method (FDR < 0.01). As a result, 604 DEGs (compression group > no-compression group: 334 DEGs, compression group < no-compression group: 270 DEGs) were statistically extracted. 

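Livers of 14 male C57BL/6N mice aged 10 weeks were measured on 14 arrays, 1 array per mouse. In the compression group (n = 7) the clothes had been tightened so that the waist was 10% smaller, and in the no-compression group (n = 7) the clothes were worn without compression. The livers were collected 8 hours later, within the light period, in which mice rest. Each Clariom S array carries short DNA probes grouped into probe sets, each of which reads the transcripts of a gene, and was hybridized with cDNA made from 200 ng of total RNA. The authors condensed the probes into 1 log2 expression value per probe set and array with qFarms, which combines quantile normalization with a factor analysis that draws a probe set toward a constant where its probes do not vary together. These deposited values were used unchanged. Of 29129 rows of the table 6923 were control rows, and the other 22206 probe sets were tested. A table of the array platform named 1 gene for 19572 of them and none for 2634.
The array medians lay between 6.51 and 6.52 on the log2 scale. The median SD of a probe set over the 14 arrays was 1.04e-05, and 1238 probe sets had an SD above 0.01, a limit chosen after seeing the data. These are called probe sets with spread, and the members of a gene group that are counted as higher or lower are those with spread, since the group means of the others are almost equal. The first principal component of the probe sets with spread held 57.1% of their variance. On it no-compression replicates 6, 3 and 7 had the values 16.7, 9.57 and 9.45, the other no-compression replicates lay between −6.73 and −3.34, and the compression replicates lay between −4.35 and 2.25. Values without these 3 arrays are therefore given beside each gene group, as an alternative chosen after seeing the data. These arrays lie furthest from the compression replicates on this component, so smaller differences without them follow in part from that choice. No other set of 3 arrays was removed for comparison. Groups were compared with limma, with the rank products method named by the paper, written out anew, and, for gene groups, with camera of limma at a preset correlation of 0.01, with 0.05 as the limit of an adjusted p and 0.01 as the limit of the FDR of rank products. The number of arrays limits the precision. The p-values of limma measure the spread between these 14 mice. Those of rank products rest on ranks over probe sets. Those of camera at the preset correlation compare the genes of a group with the other genes, and do not measure the spread of the group between mice. Median centring moves each array by its median, which differs between arrays far more than most probe sets do. Under quantile normalization and median centring 172 and 112 probe sets had an unadjusted p under 0.05 from limma, in place of 1152. Camera then passed 17 and 25 gene groups in place of 8. Passes, failures to pass and turns of direction under both settings are therefore not read as evidence on a group.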

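Cyp8b1, Lpin1 and Rgs16 were among the genes with the largest higher means, and Mmd2, Tff3 and Acmsd among those with the largest lower means. Cyp8b1, the sterol 12-alpha-hydroxylase of bile acid synthesis, was at a log2 value of 9.67 ± 0.43 (SD, n = 7) with compression and 8.60 ± 1.23 (SD, n = 7) without it. Lpin1, a phosphatidate phosphatase of triglyceride synthesis, was at 10.81 ± 0.34 and 10.19 ± 0.82, and Rgs16, which shortens G protein signals, at 8.92 ± 0.77 and 7.84 ± 1.64. Lower means were found for Acmsd, which directs tryptophan breakdown away from NAD synthesis (9.12 ± 0.37 against 9.82 ± 0.76), for Tff3, a secreted trefoil peptide of mucous epithelia (6.99 ± 0.37 against 7.75 ± 0.98), and for Mmd2, a membrane protein linked to macrophage differentiation (7.08 ± 0.53 against 7.94 ± 1.54). Apart from Cyp8b1, which Fig 4B shows, these genes were chosen after their values were seen. When no-compression replicates 3, 6 and 7 were left out, the log2 fold change of Cyp8b1 was 0.39 in place of 1.07, that of Lpin1 0.10 in place of 0.63, that of Rgs16 −0.19 in place of 1.08, that of Acmsd −0.13 in place of −0.69, that of Tff3 −0.01 in place of −0.77 and that of Mmd2 0.36 in place of −0.86. For Cyp8b1 it was 0.68 without no-compression replicate 6 alone.
Rank products called 297 probe sets higher and 288 lower in the compression group, 585 in all, of which 7 were called in both directions. The called probe sets had a median absolute log2 fold change of 0.16, 110 of them differed by at least 1.2-fold and 2 by at least 2-fold. Of the 578 distinct probe sets called, 566 belonged to the 1238 with spread. Simulated arrays with no group difference, in which each probe set kept its own SD over the 14 arrays, gave a median of 500.5 calls (444 to 555 over 50 simulations). The simulated probe sets varied independently of each other, which the real ones do not. When the probe sets with spread were ranked among themselves, 3 were called higher and 2 lower. The calls and FDRs of rank products given below are therefore not error rates for single genes. With limma 0 probe sets passed in either direction, the lowest adjusted p from limma was 0.300, and 1152 probe sets, 607 higher and 545 lower, had an unadjusted p under 0.05. When the arrays were split at random into groups of 7, 52 of 100 splits gave as many, with a median of 1159 in the others. That count is therefore no sign of a group difference. With the 1238 with spread tested alone it was 92. Among the probe sets called by rank products the lowest adjusted p from limma was 0.935. Rank products with a null from permuted labels called 0, and so did the exact Wilcoxon test, which with 7 against 7 arrays can hardly pass after adjustment and so says little. Rank products called 39 higher and 21 lower without no-compression replicates 3, 6 and 7, of which 31 were called in the same direction as before. Leaving out arrays leaves fewer than 7 pairs to rank. With any 1 array left out the counts were also lower than with all 14 (148 to 294 higher and 113 to 252 lower). The fall is therefore not put down to the arrays removed. The count of higher calls was 155, 164 and 186 without compression replicates 1, 2 and 6, and 148, 153 and 165 without no-compression replicates 3, 6 and 7. The count of lower calls was 135, 148, 133, 189, 154 and 151 without compression replicates 1, 2, 3, 4, 5 and 7, and 140, 187, 157 and 113 without no-compression replicates 3, 4, 6 and 7.

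**Figure D1:**
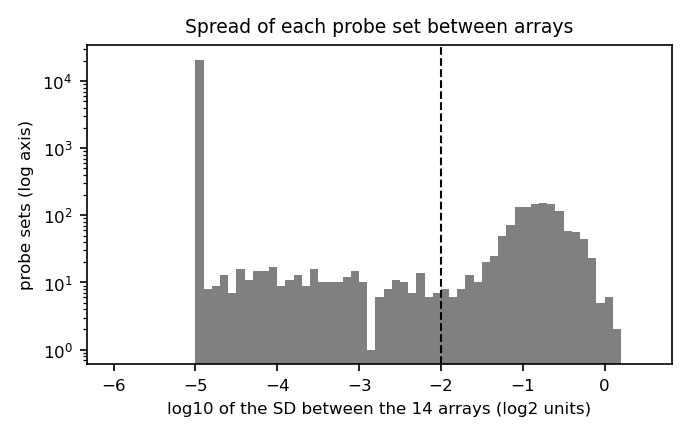
Number of probe sets, on a log axis, by the log10 of their SD over the 14 arrays. Each bar is 1 range of SD, and the dashed line marks the SD of 0.01, above which 1238 of 22206 probe sets lie.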

To elucidate a function regulated by gene expression in the liver caused by compression load to the trunk, we investigated functional enrichment analysis of DEGs using the Ingenuity Pathways Analysis (IPA, Ingenuity Systems). As a result of diseases and biological functions analysis of IPA, most of the enriched functions of DEGs in the liver were mainly classified in functional categories relating to carbohydrate, lipid metabolism, or immune response (Fig 4A). 

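S1 Table names the genes behind 18 functions, 12 predicted as increased and 6 as decreased with compression, and the genes of its metabolic functions were the largest share of those found on the array. Of 253 entries 215 were matched to a probe set by symbol, and 214 of these had a mean on the side that the table states, 128 being stated as higher and 87 as lower. The exception was Plk3, a kinase of the stress response, which is stated as higher and was at 9.39 ± 0.48 (SD, n = 7) with compression and 9.40 ± 0.60 (SD, n = 7) without it. Metabolism of carbohydrate had 65 matched genes, all on the stated side and with a median size of the log2 fold change of 0.17. Fatty acid metabolism lists 103 molecules, of which the copy of the table used here holds 88 because a cell is shortened, and its 75 matched genes lay on the stated side with a median size of 0.16. Cell movement of leukocytes, a decreased function, had 47 matched genes with a median size of 0.19. The study chose these genes as DEGs on these same samples, so the tally of directions is no independent evidence. Rank products called 180 of the 215 on the stated side. In limma 0 of the 215 passed. A mean on the stated side was found for 126 of the 215 (58.6%) without no-compression replicates 3, 6 and 7.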

Functional categories relating to carbohydrate or lipid metabolism functions were predicted as active/increase direction in the compression group. On the other hand, functional categories relating to immune response functions were predicted to inhibit/decrease direction in the compression group. 

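Slc2a2 and Gys2, which take up glucose and store it, had higher means in the compression group. Slc2a2, the glucose transporter of hepatocytes, was at a log2 value of 12.54 ± 0.15 (SD, n = 7) with compression and 12.02 ± 0.80 (SD, n = 7) without it, and Gys2, the glycogen synthase of liver, at 9.90 ± 0.19 and 9.53 ± 0.32. Ugp2, which makes the UDP-glucose from which glycogen is built, had a log2 fold change of 0.18 (standard error 0.122), and Pygl, which breaks glycogen down, 0.05 (standard error 0.0771). Gys2 was chosen after its value was seen. Of 10 measured genes of glycogen metabolism 7 had spread, and all 7 were higher, with a median log2 fold change of 0.13. As a group they did not pass camera (adjusted p = 0.178), although without no-compression replicate 1 or 2 the adjusted p of camera was 0.0291 and 0.0409, and under quantile normalization 0.0245. These values rest on the preset correlation of 0.01. The correlation estimated for glycogen metabolism was 0.234, and with it camera gave adjusted p = 0.684. Of the genes of glycolysis and glucose uptake, 5 were higher and 1 was lower, with a median of 0.16 (adjusted p = 0.712 from camera), and the abundant glycolytic enzyme Gapdh had no spread. Of the genes of gluconeogenesis 3 were higher and 2 lower, with a median of 0.01 (adjusted p = 0.712 from camera), and the direction turned to lower under median centring (adjusted p = 0.0069). Among these Pck1, the enzyme that commits carbon to glucose, had a log2 fold change of 0.01 (standard error 0.018), and Tat, a tyrosine aminotransferase, had no spread. The genes of triglyceride synthesis split into 3 higher and 3 lower (adjusted p = 0.471 from camera), with 0.10 for Agpat3 and −0.08 for Agpat2, both acyltransferases that make phosphatidic acid.
In S1 Table the 18 matched genes of transport of carbohydrate, the 19 of cholesterol transport and the 7 of hydrolysis of acylglycerol all lay on the stated side, and 16, 16 and 7 of them were called by rank products. The table and the groups share members (4 of 10 genes of glycogen metabolism, 4 of 10 of glycolysis, 2 of 9 of gluconeogenesis and 3 of 13 of triglyceride synthesis), which is not independent evidence. In limma 0 genes of these 4 groups passed, and 0 when adjusted over the list alone. The log2 fold change without no-compression replicates 3, 6 and 7 was −0.02 for Slc2a2, 0.17 for Gys2 and −0.03 for Ugp2, camera gave adjusted p = 0.356 and 0.122 for glycogen metabolism and glycolysis, both with the direction turned to lower, and 0.877 and 0.939 for gluconeogenesis and triglyceride synthesis.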

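Few genes by which cells show antigens and answer interferon had spread, and those had slightly higher means in the compression group. H2-K1 and B2m, the heavy and light chain of a class I antigen-presenting molecule, had log2 fold changes of 0.02 (standard error 0.011) and 0.02 (standard error 0.0225). Of 14 measured genes of antigen presentation 3 had spread, and of 17 interferon-stimulated genes 4 had spread, all 7 higher, with medians of 0.02 and 0.04. Neither group passed camera (adjusted p = 0.347 for antigen presentation and 0.622 for interferon-stimulated genes). Of the interferon group Irf7, a transcription factor that amplifies interferon signals, was chosen after its value was seen, with a log2 fold change of 0.19 (standard error 0.153) and −0.03 without no-compression replicates 3, 6 and 7. Among 14 marker genes of Kupffer cells, the resident macrophages of liver, 1 was higher and 4 were lower with a median of −0.05 (adjusted p = 0.525 from camera). The group passed as lower under quantile normalization (0.00147) and median centring (5.81e-10), passes that are not read as evidence on the group. Of these markers Cd5l, which macrophages secrete, was at 9.55 ± 0.07 (SD, n = 7) with compression and 9.60 ± 0.14 (SD, n = 7) without it. Among 8 markers of neutrophils 3 had spread and were lower, with a median of −0.19 (adjusted p = 0.471 from camera, and 1.44e-08 as lower under median centring). Markers of T and NK cells, of B cells and of monocytes and dendritic cells had no member with spread (adjusted p = 0.622, 0.712 and 0.712 from camera).
In S1 Table the immune response of antigen presenting cells has 18 matched genes, of which 14 are stated as lower and 4 as higher, and all 18 means lay on the stated side, 13 of them called by rank products and 0 passed in limma. This function is drawn from the study's own DEGs, as are 1 of the 17 interferon-stimulated genes, 2 of the Kupffer cell markers and 2 of the neutrophil markers, so these directions are no independent evidence. On the stated side lay 9 of the 18 without no-compression replicates 3, 6 and 7, and camera gave adjusted p = 0.809 for antigen presentation, 0.823 for interferon-stimulated genes, 0.877 for Kupffer cells and 0.896 for neutrophils, both turned to higher, 0.544 for T and NK cells and 0.877 for B cells and for monocytes and dendritic cells. In limma 0 members of these groups passed, and 0 when adjusted over the list alone.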

Several DEGs relating to cholesterol metabolism adjustment and beta-oxidation processes were included in categories relating to lipid metabolism. 

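The genes of beta-oxidation were slightly higher in the compression group. Of 18 measured genes of mitochondrial beta-oxidation 11 had spread, and all 11 were higher, with a median log2 fold change of 0.10. Slc25a20, which carries acylcarnitines into the mitochondrion, was at 9.85 ± 0.06 (SD, n = 7) with compression and 9.72 ± 0.14 (SD, n = 7) without it, and Eci2, which prepares unsaturated fatty acids for oxidation, at 10.61 ± 0.12 and 10.40 ± 0.27. Of 14 measured genes of peroxisomal beta-oxidation all 12 with spread were higher, with a median of 0.08, among them Decr2, a dienoyl-CoA reductase (0.22, standard error 0.104), and Pex11a, which promotes the division of peroxisomes (0.26, standard error 0.13). These 4 genes were chosen after their values were seen. The group of mitochondrial beta-oxidation passed camera with adjusted p = 2.43e-05, and with adjusted p = 0.633 with an estimated correlation it did not. The peroxisomal group passed with adjusted p = 0.00911, and not with adjusted p = 0.647 with an estimated correlation or without the genes that the paper names (adjusted p = 0.824). Ketogenesis was measured by 2 genes, of which Bdh1, which makes 3-hydroxybutyrate, had a log2 fold change of 0.25 (standard error 0.198) and Acat1 had no spread (adjusted p = 0.0428 from camera, adjusted p = 0.633 with an estimated correlation, and 0.783 under quantile normalization).
Genes that sense and take up cholesterol split into 4 higher and 2 lower (adjusted p = 0.57 from camera). Insig1, which holds SREBP proteins back in the endoplasmic reticulum, had a log2 fold change of −0.10 (standard error 0.114), and Srebf2, the transcription factor of cholesterol synthesis, 0.10 (standard error 0.0979). Camera without no-compression replicates 3, 6 and 7 gave adjusted p = 0.286 for mitochondrial and 0.925 for peroxisomal beta-oxidation, 0.823 for ketogenesis and 0.877 for cholesterol sensing, the last with the direction turned to lower, as it also was under median centring (adjusted p = 0.000514 from camera). The paper names 5, 7, 1 and 3 members of these groups from the same samples, which is not independent evidence. Rank products called 8, 6, 2 and 1 members higher and 2 of cholesterol sensing lower. In limma 0 members passed, and when adjusted over the list alone 1 did, Acat1 (adjusted p = 0.0184). The peroxisomal group did not pass without compression replicate 1 (adjusted p = 0.0669 from camera) or no-compression replicate 6 (adjusted p = 0.0931). For ketogenesis the adjusted p of camera was 0.0942, 0.0716, 0.0784, 0.051, 0.0777, 0.0615 and 0.0607 without compression replicates 1 to 7 in turn, and 0.0699, 0.0602, 0.0613, 0.124 and 0.0991 without no-compression replicates 3 to 7.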

Further, in functional categories relating to lipid metabolism, DEGs relating to bile acid synthesis of secretion processes were also observed. 

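More genes of bile acid synthesis had higher than lower means in the compression group, and genes that transport or sense bile acids were divided. Of 14 measured genes of bile acid synthesis 13 had spread, of which 11 were higher and 2 lower, with a median log2 fold change of 0.11. Slc27a2, which activates fatty acids and bile acid precursors with coenzyme A, was at 11.84 ± 0.08 (SD, n = 7) with compression and 11.67 ± 0.18 (SD, n = 7) without it, and Cyp39a1, a hydroxylase of 24-hydroxycholesterol, at 10.51 ± 0.17 and 10.36 ± 0.34. Of the 17 genes of bile acid transport and sensing 14 had spread, 8 higher and 6 lower. Nr1h4, the nuclear receptor of bile acids, had a log2 fold change of 0.23 (standard error 0.0932) and Slc10a2, a sodium-dependent bile acid carrier, −0.47 (standard error 0.243). These 4 genes were chosen after their values were seen. Slc10a1, which takes bile acids up from blood, and Abcc2, which exports conjugates into bile, have the highest signals of the transport group, with log2 fold changes of 0.10 (standard error 0.062) and 0.09 (standard error 0.0567).
The synthesis group passed camera with adjusted p = 0.0142, and not with adjusted p = 0.647 with an estimated correlation, 0.816 without the genes that the paper names, 0.166 under quantile normalization or 0.455 under median centring. The last 2 values are not read as evidence on the group. The transport group did not pass (adjusted p = 0.676 from camera), and its direction turned to lower under median centring (adjusted p = 1.34e-07). In limma 0 genes of either group passed, and 0 when adjusted over the list alone, while rank products called 5 higher and 1 lower for synthesis, and for transport 5 higher, 4 lower and 1 in both directions. The paper names 5 of the 14 and 9 of the 17 from the same samples, which is not independent evidence of a direction. The synthesis group did not pass without compression replicate 1 (adjusted p = 0.0779 from camera), no-compression replicate 6 (adjusted p = 0.124) or no-compression replicate 7 (adjusted p = 0.0998). When no-compression replicates 3, 6 and 7 were all left out, the direction of both groups turned to lower (adjusted p = 0.877 and 0.367 from camera), with log2 fold changes of 0.04 for Slc27a2, −0.06 for Cyp39a1, 0.10 for Nr1h4 and −0.03 for Slc10a2.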

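Enzymes that release fatty acids from stored triglycerides had higher means in the compression group. Lipe (probe set TC0700002632.mm.2), the hormone-sensitive lipase, was at a log2 value of 8.06 ± 0.06 (SD, n = 7) with compression and 7.95 ± 0.15 (SD, n = 7) without it, and all 7 compression mice lay above the no-compression median. Its log2 fold change was 0.11 (standard error 0.0608, adjusted p = 0.943 from limma), and rank products called it higher with an FDR of 0.00516. Pnpla2, the lipase that removes the first fatty acid of a triglyceride, had a log2 fold change of 0.13 (standard error 0.0585), Mgll, which releases the last one, 0.34 (standard error 0.194), and Abhd6, another monoacylglycerol lipase, 0.30 (standard error 0.132). These last 3 genes were chosen after their values were seen. Ces3a, a carboxylesterase and the member with the highest signal, had a log2 fold change of 0.08 (standard error 0.0799), and the carboxylesterase Ces1f had no spread. Of 11 measured lipolysis genes 7 had spread and all 7 were higher, with a median of 0.13, and rank products called 5 of them. Without no-compression replicate 6 the log2 fold change of Lipe was 0.0678. The hepatic lipase gene Lipc had no named probe set and was not analysed here.
The group did not pass camera (adjusted p = 0.122), but did without compression replicate 3 (adjusted p = 0.0335 from camera), without no-compression replicate 1 (0.0132) or 2 (0.0409) and under median centring (6.92e-06). These calls rest on the preset correlation of 0.01, and the pass under median centring is not read as evidence on the group. The group's estimated correlation was 0.344, and with it camera gave adjusted p = 0.684. Without the genes that the paper names its direction turned to lower (adjusted p = 0.816 from camera). Camera also takes the members without spread, and all 7 with spread were higher. Among the probe sets with spread alone, a setting chosen after seeing the data, the group passed as higher (adjusted p = 0.00229 from camera). In limma 0 members passed over all probe sets, and when adjusted over the list alone 1 did, Lpl (adjusted p = 0.00128), which has no spread. The paper names 5 of the 11 genes from the same samples, and that is not independent evidence of their direction. With no-compression replicates 3, 6 and 7 left out, the log2 fold change was 0.01 for Lipe, 0.03 for Pnpla2, −0.03 for Mgll and 0.05 for Abhd6, and the direction of camera turned to lower (adjusted p = 0.553).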

In lipolysis processes, the gene expression of lipolysis enzymes Lipase E (Lipe) and Lipase C (Lipc) were up-regulated in the compression group. 

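Abca1 and Abcb11, which move cholesterol and bile salts out of hepatocytes, had lower means in the compression group. Abca1 (probe set TC0400002665.mm.2), which loads cellular cholesterol onto apolipoprotein A-I, was at 9.29 ± 0.13 (SD, n = 7) with compression and 9.45 ± 0.21 (SD, n = 7) without it. Abcb11 (probe set TC0200003698.mm.2), the bile salt export pump, was at 10.50 ± 0.07 and 10.57 ± 0.06 (SD, n = 7 each), and 1 of 7 compression mice lay above the no-compression median. The log2 fold changes were −0.16 (standard error 0.0925) and −0.07 (standard error 0.0333), with adjusted p = 0.943 from limma for both, and rank products called both lower with FDRs of 0.00348 and 0.00106. Without no-compression replicate 6 the log2 fold change of Abca1 was −0.0994. Of 10 genes of cholesterol efflux and targets of the sterol receptor LXR, 2 of those with spread were higher and 3 lower, with a median of −0.04 (adjusted p = 0.471 from camera, and 0.0443 and 1.06e-05 as lower under quantile normalization and median centring). In this group Lpcat3, which places polyunsaturated fatty acids in phospholipids, had a log2 fold change of 0.06 (standard error 0.0512), and Apoe, the apolipoprotein of remnant particles, had no spread. Acat2 had no named probe set and was not analysed here.
In limma 0 members of the efflux group passed, and 0 when adjusted over the list alone. Rank products called 1 member, Abca1. The paper names 2 of the 10 from the same samples, which is not independent evidence. With no-compression replicates 3, 6 and 7 left out, the log2 fold change was −0.00247 for Abca1 and −0.11 for Abcb11, and camera gave adjusted p = 0.877 for the group.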

In cholesterol metabolism, the gene expression of ATP-binding cassette transporters ATP-Binding Cassette Subfamily A Member 1 (Abca1) and ATP-Binding Cassette Subfamily B Member 11 (Abcb11) and Acetyl-CoA Acetyltransferase 2 (Acat2) were down-regulated in the compression group. 

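Cpt1a (probe set TC1900000008.mm.2), which admits long-chain fatty acids to mitochondrial oxidation, was higher in all 7 compression mice than the no-compression median, at a log2 value of 11.00 ± 0.12 (SD, n = 7) against 10.77 ± 0.16 (SD, n = 7). Among the other oxidation genes Ech1, a dienoyl-CoA isomerase, was at 10.37 ± 0.04 and 10.22 ± 0.16, and Hadh, the 3-hydroxyacyl-CoA dehydrogenase of short and medium chains, at 11.06 ± 0.07 and 10.95 ± 0.09. Among bile acid genes Cyp7a1 (probe set TC0400002151.mm.2), the rate-limiting enzyme of bile acid synthesis, was at 11.64 ± 0.26 and 11.49 ± 0.27, and Cyp27a1 (probe set TC0100000642.mm.2), the sterol 27-hydroxylase of mitochondria, at 11.40 ± 0.11 and 11.23 ± 0.33. Baat, which joins bile acids to amino acids, was at 10.12 ± 0.09 and 9.98 ± 0.22, and Abcc3, which exports conjugates from hepatocytes to blood, at 11.00 ± 0.08 and 10.93 ± 0.09.
The log2 fold change of Cpt1a was 0.23 (standard error 0.0762, adjusted p = 0.943 from limma). It was 0.15 for Ech1, 0.11 for Hadh, 0.10 for the acyl-CoA dehydrogenase Acad11 and 0.06 for both the very-long-chain dehydrogenase Acadvl and the peroxisomal enzyme Hsd17b4, and 0.18 for the peroxisomal thiolase Acaa1b. It was 0.15 for Cyp7a1 (standard error 0.139), 0.17 for Cyp27a1 (standard error 0.128), 0.15 for Baat (standard error 0.0868) and 0.07 for Abcc3 (standard error 0.0458). The adjusted p values of limma for these 11 genes lay between 0.943 and 0.979. Rank products called Cpt1a (FDR 3.28e-05), Ech1 (0.000471), Hadh (0.000648), Acad11 (0.00667), Acaa1b (0.00182), Cyp7a1 (0.000626), Baat (0.00276) and Abcc3 (0.00533) higher, and not Cyp27a1 (0.011), Acadvl (0.016) or Hsd17b4 (0.0125). These FDRs take all ranks as equally probable, and simulated arrays with no group difference gave a median of 500.5 such calls. Leaving out no-compression replicate 6 gave 0.0651 for Cyp7a1, 0.0910 for Cyp27a1, 0.0792 for Baat and 0.0858 for Acaa1b, and leaving out compression replicate 4 gave 0.24 for Cyp7a1. Acsl1 had no named probe set and was not analysed here. Without no-compression replicates 3, 6 and 7 the log2 fold change was 0.15 for Cpt1a, 0.04 for Ech1, 0.06 for Hadh, 0.02 for Acad11, 0.10 for Cyp7a1, 0.07 for Abcc3, 0.00628 for Hsd17b4, −0.07 for Cyp27a1, −0.05 for Acaa1b, −0.00702 for Acadvl and −0.00152 for Baat.

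**Figure D2:**
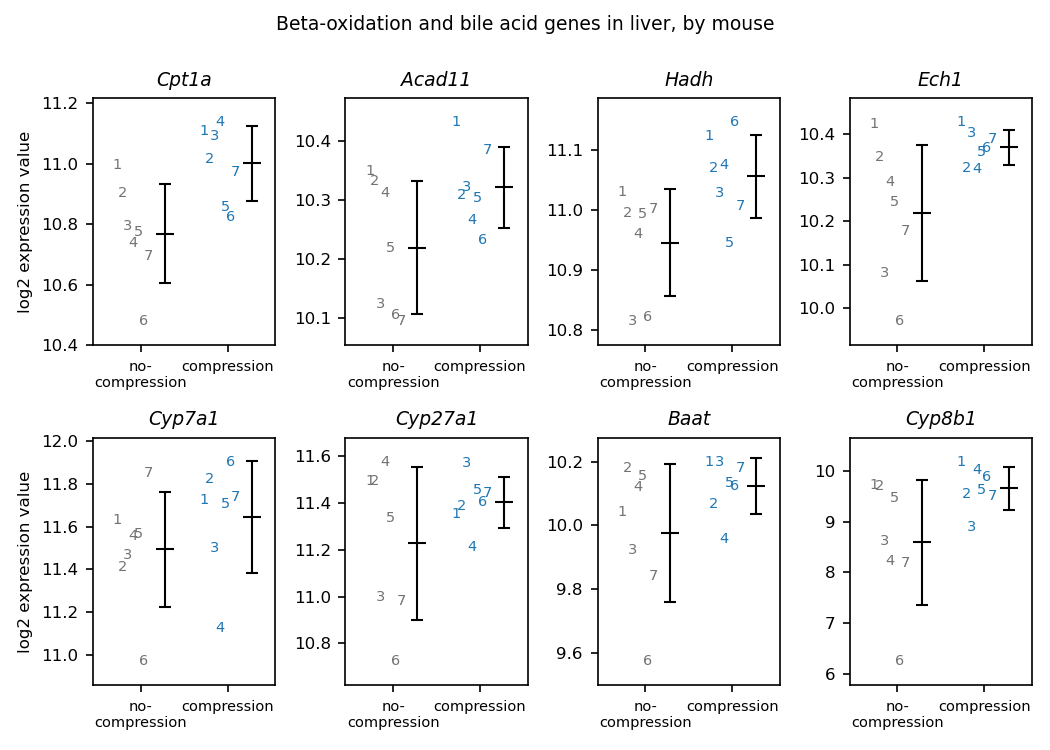
Log2 expression of 4 oxidation genes (Cpt1a, Acad11, Hadh and Ech1) and 4 bile acid genes (Cyp7a1, Cyp27a1, Baat and Cyp8b1) in each mouse, 1 panel per gene. Each number is the replicate number of a mouse at its value, grey for no-compression and blue for compression, and black bars show the mean ± SD (n = 7), for example 11.00 ± 0.12 against 10.77 ± 0.16 for Cpt1a.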

In fatty acid metabolism, the gene expression of beta-oxidation enzymes, Acyl-CoA Synthetase Long-Chain Family Member 1 (Acsl1), Carnitine Palmitoyltransferase 1A (Cpt1a), and 3-Hydroxy-3-Methylglutaryl-CoA Synthase 2 (Hmgcs2) were up-regulated, and bile acid synthesis enzymes, Cytochrome P450 Family 7 Subfamily A Member 1 (Cyp7a1), Cytochrome P450 Family 27 Subfamily A Member 1 (Cyp27a1), ATP Binding Cassette Subfamily C Member 3 (Abcc3), and Bile Acid-CoA:Amino Acid N-Acyltransferase (Baat) were up-regulated in the compression group. 

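The chemokine and cytokine genes with spread had lower means in the compression group. Cxcl9 (probe set TC0500002755.mm.2), a chemokine that attracts activated T cells, was at a log2 value of 7.04 ± 0.10 (SD, n = 7) with compression and 7.23 ± 0.28 (SD, n = 7) without it, and 1 of 7 compression mice lay above the no-compression median. Il1rn (probe set TC0200000382.mm.2), which blocks the receptor of interleukin 1, was at 6.50 ± 0.21 and 6.80 ± 0.56, and Il33 (probe set TC1900000448.mm.2), a cytokine released from damaged cells, at 6.74 ± 0.06 and 6.90 ± 0.32. For Il1rn and for Il33 3 of 7 compression mice lay above the no-compression median. Cxcl2 (probe set TC0500000850.mm.2), a chemokine for neutrophils, was at 5.96 in both groups with no spread between arrays, so no fold is given. Of 24 chemokines and cytokines 6 had spread and all 6 were lower, with a median log2 fold change of −0.18. Ccl9, a chemokine of the myeloid lineage, had a log2 fold change of −0.14 (standard error 0.0617), and Cxcl12, a chemokine that holds hematopoietic cells in their niche, had no spread.
The log2 fold changes were −0.19 for Cxcl9 (standard error 0.109, adjusted p = 0.943 from limma), −0.30 for Il1rn (standard error 0.224, adjusted p = 0.967 from limma) and −0.16 for Il33 (standard error 0.121, adjusted p = 0.967 from limma). Rank products called Cxcl9 (FDR 0.000536) and Il1rn (0.0031) lower, and not Il33 (0.0219) or Cxcl2. The log2 fold change was −0.12 for Cxcl9 without no-compression replicate 1, and −0.15 for Il1rn and −0.0807 for Il33 without no-compression replicate 6. The group did not pass camera (adjusted p = 0.499), though it did as lower under median centring (8.14e-09). Among the probe sets with spread alone, a setting chosen after seeing the data, it passed as lower (adjusted p = 0.0341 from camera). Without the genes that the paper names its direction in camera turned to higher (0.92). Camera also takes the members without spread, and all 6 with spread were lower. In the group 0 members passed in limma, and 0 when adjusted over the list alone, while rank products called 4 lower. The paper names 5 of the 24 from the same samples, which is not independent evidence of the direction. Without no-compression replicates 3, 6 and 7 the log2 fold change was −0.23 for Cxcl9, 0.13 for Il1rn, 0.08 for Il33 and −0.04 for Ccl9, and the direction of camera turned to higher (adjusted p = 0.877).

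**Figure D3:**
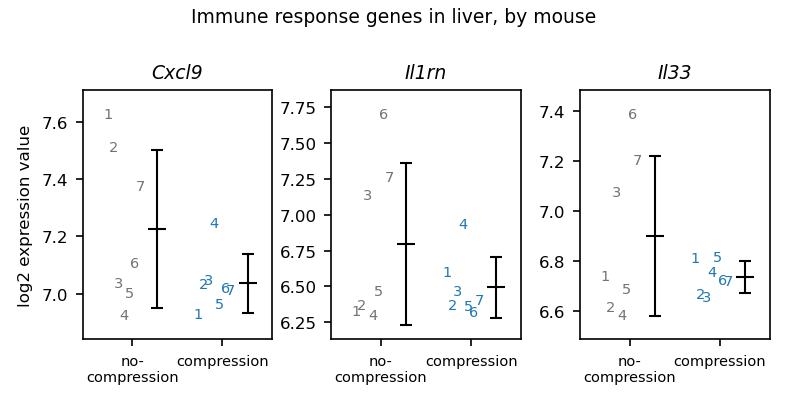
Log2 expression of Cxcl9, Il1rn and Il33 in each mouse, 1 panel per gene. Each number is the replicate number of a mouse at its value, grey for no-compression and blue for compression, and black bars show the mean ± SD (n = 7), for example 7.04 ± 0.10 against 7.23 ± 0.28 for Cxcl9.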

In functional categories relating to immune response, DEGs relating to Chemokine (e.g. C-X-C Motif Chemokine Ligand 2 (Cxcl2), C-X-C Motif Chemokine Ligand 9 (Cxcl9)), interleukin cytokines (Interleukin 1 Receptor Antagonist (Il1rn), and Interleukin 33 (Il33)) were included; these gene expressions relating to immune response were down-regulated in the compression group (Fig 4B and S1 Table).

**Fig 2:**
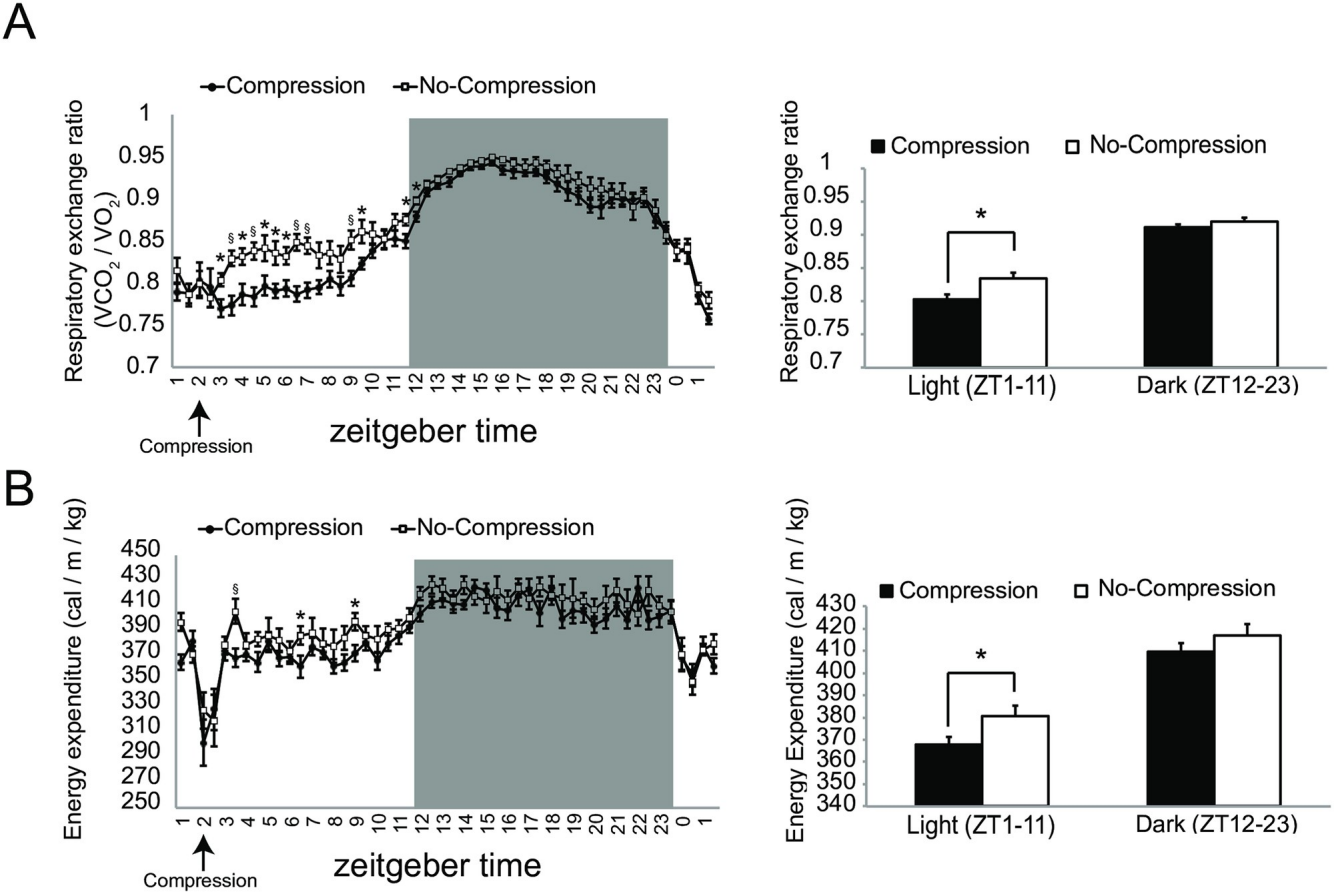
Time course of change in respiratory quotient ratio (RQ) and energy expenditure using indirect calorimetry. A: Left picture is a temporal change of respiratory exchange ratio (RER) after clothes compression load. Right picture is a mean of RER on light period (ZT1 to ZT11) and dark period (ZT12 to ZT23). B: Left picture is a temporal change of energy expenditure after clothes compression load. Right picture is mean of energy expenditure on light period (ZT1 to ZT11) and dark period (ZT12 to ZT23). Values are mean with SEM. Significant difference detected by unpaired t-test (*: p < 0.05 §: p < 0.01). n = 12 (no-compression group), n = 14 (compression group).

**Fig 3:**
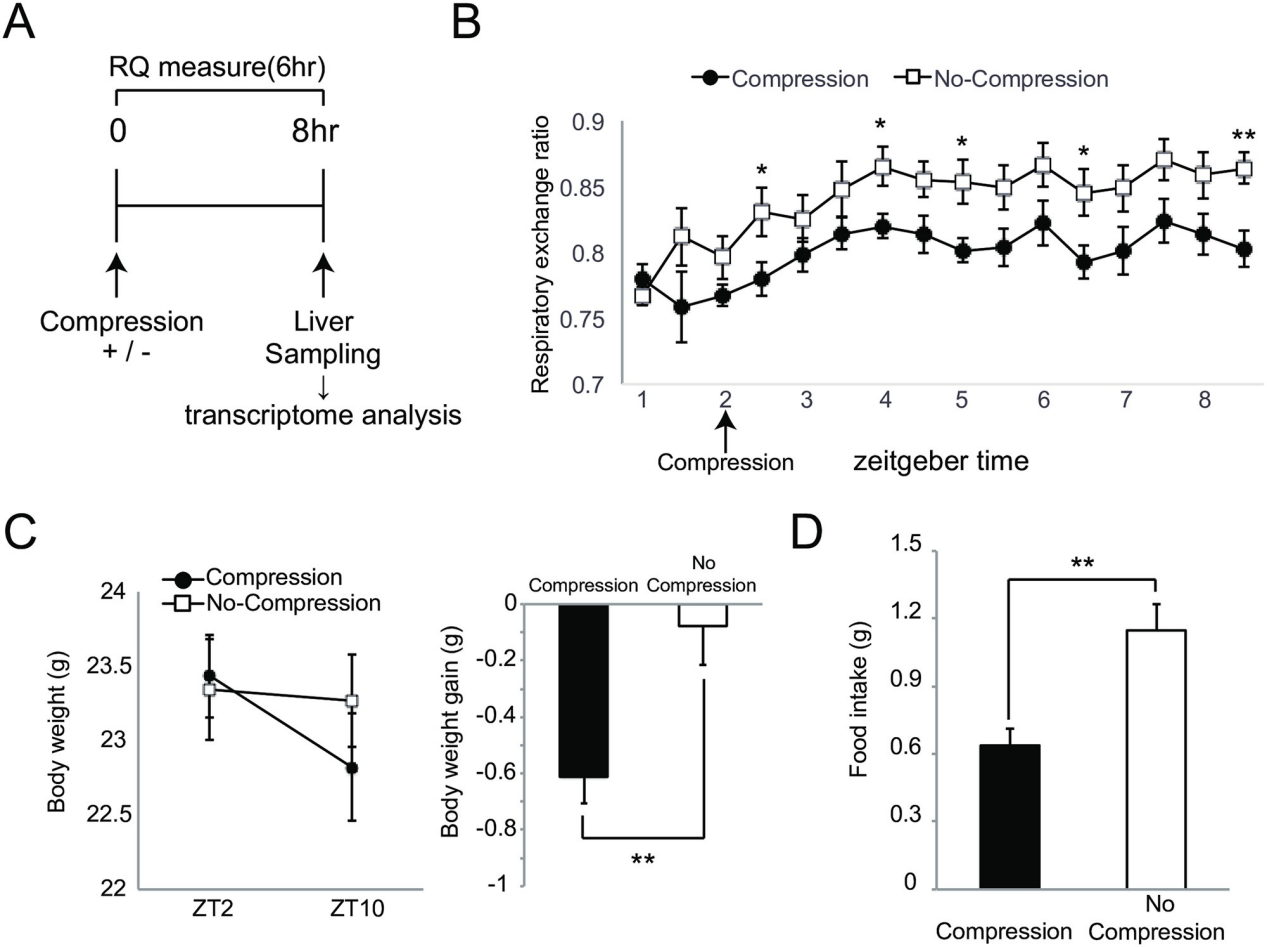
Short-term effect (8hr on light period) of clothes compression load to the trunk. A: Experimental protocol to investigate a short-term effect on clothes compression load (The acclimation condition before compression load is equal to Fig 1A protocol). B: Temporal change of respiratory exchange ratio (RER) after clothes compression load during 6hr. C: Measurement of body weight change by clothes compression load for 8hr (left panel is body weight change and right panel is body weight gain). D: Measurement of food intake amount by clothes compression load for 8hr. Each value is mean with SEM. Significant difference detected by unpaired t-test (*: p < 0.05, **: p < 0.01). n = 7 (no-compression group), n = 7 (compression group).

**Fig 4:**
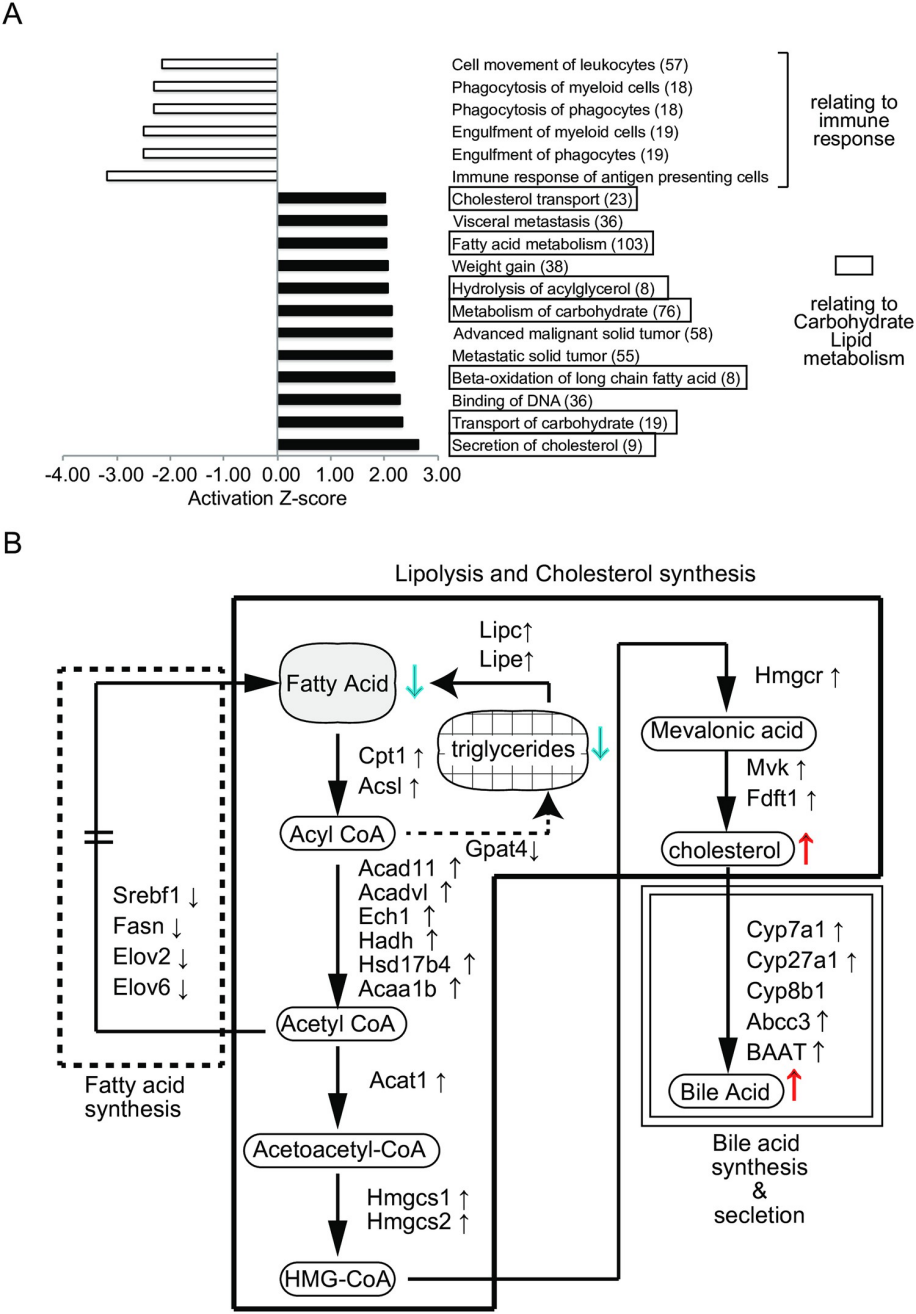
Transcriptome analysis of liver changes caused by compression load to the trunk. A: Top list of diseases and functions discovered by IPA core analysis in liver. B: A proposed mechanism in liver for clothes compression load to the trunk in light period is leading to lipolysis, cholesterol synthesis and bile acid secretory raise. Solid-line square means cholesterol synthesis process, dotted-line square means fatty acid synthesis process and double-solid-line square means bile acid synthesis / secretion process.

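Of the genes that Fig 4B draws, those of fatty acid synthesis had lower means and those of cholesterol synthesis slightly higher means with compression. Fasn, the fatty acid synthase, was at a log2 value of 9.60 ± 0.61 (SD, n = 7) with compression and 9.95 ± 0.40 (SD, n = 7) without it. Elovl2, which lengthens polyunsaturated fatty acids, was at 12.11 ± 0.05 and 12.20 ± 0.07, with 0 of 7 compression mice above the no-compression median, and Elovl6, which lengthens palmitate, at 10.42 ± 0.32 and 10.61 ± 0.17. Of the cholesterol genes Hmgcs1, which makes HMG-CoA, was at 10.82 ± 0.69 and 10.67 ± 0.74, Mvk, which phosphorylates mevalonate, at 7.49 ± 0.45 and 7.39 ± 0.29, and Fdft1, which makes squalene, at 10.60 ± 0.45 and 10.47 ± 0.46. Only 3 of 7 compression mice lay above the no-compression median for Hmgcs1 and for Fdft1, although their means were higher, and 5 of 7 did for Mvk. The log2 fold changes were −0.35 for Fasn (standard error 0.271), −0.10 for Elovl2 (standard error 0.0312), −0.19 for Elovl6 (standard error 0.134) and −0.11 for Gpat4 (standard error 0.145), an acyltransferase of triglyceride synthesis. They were 0.14 for Hmgcs1 (standard error 0.373), 0.11 for Mvk (standard error 0.198) and 0.13 for Fdft1 (standard error 0.237). The adjusted p values of limma for these 7 genes lay between 0.943 and 0.992. Rank products called Fasn (FDR 1.17e-05), Elovl2 (0.000536) and Elovl6 (0.000396) lower, Mvk (0.00778) and Fdft1 (0.00496) higher, Hmgcs1 in both directions (0.00169 higher and 0.00746 lower), and not Gpat4 (0.0115). Single arrays moved most of these values. Without compression replicate 4 the log2 fold change of Fasn was −0.19, and without compression replicate 3 that of Elovl6 was −0.12. That of Gpat4 was −0.0722 and −0.18 without compression replicates 1 and 4, and −0.0481, −0.20 and −0.0481 without no-compression replicates 3, 5 and 6. That of Hmgcs1 was 0.00384, 0.23, 0.28 and −0.00998 without compression replicates 1, 3, 4 and 6, and 0.0687, 0.27, 0.26 and −0.0767 without no-compression replicates 3, 4, 5 and 6. That of Mvk was 0.0349, 0.23, 0.0126 and 0.17 without compression replicates 1, 4, 6 and 7, and 0.18 and 0.0332 without no-compression replicates 4 and 6. That of Fdft1 was 0.0367, 0.22 and 0.0288 without compression replicates 1, 4 and 6, and 0.0711, 0.21 and −0.00822 without no-compression replicates 3, 4 and 6. Srebf1 had no named probe set and was not analysed here.
Of 17 measured genes of fatty acid synthesis 14 had spread, 3 higher and 11 lower, with a median of −0.07 (adjusted p = 0.114 from camera). Scd1 and Fads2, desaturases with the highest signals of the group, had log2 fold changes of −0.16 (standard error 0.113) and −0.03 (standard error 0.0487). This group passed camera without compression replicate 2 (adjusted p = 0.0345) or 6 (0.0049), without no-compression replicate 3 (0.0325) or 6 (0.041), under quantile normalization (1.57e-05) and under median centring (1.96e-44). The passes under quantile normalization and median centring are not read as evidence on the group. Of 16 genes of cholesterol synthesis 11 were higher and 5 lower, with a median of 0.10 (adjusted p = 0.630 from camera). Sc5d and Ebp, enzymes of its last steps, had log2 fold changes of −0.03 (standard error 0.0868) and −0.07 (standard error 0.0509). Its direction in camera turned to lower without compression replicate 1 (adjusted p = 0.713) or 6 (0.506), without no-compression replicate 6 (0.644), under quantile normalization (0.66) and under median centring (7.2e-12). In limma 0 genes of either group passed, and 0 when adjusted over the list alone, while rank products called 2 higher and 8 lower for fatty acid synthesis, and 5 higher, 3 lower and 2 in both directions for cholesterol synthesis. The paper names 6 of the 17 and 5 of the 16 from the same samples, which is not independent evidence.
Leaving out no-compression replicates 3, 6 and 7 gave log2 fold changes of −0.49 for Fasn, −0.06 for Elovl2, −0.21 for Elovl6, 0.12 for Gpat4, −0.20 for Hmgcs1, −0.05 for Mvk and −0.12 for Fdft1, and camera gave adjusted p = 0.0445 for fatty acid synthesis and adjusted p = 0.356 for cholesterol synthesis, the latter with the direction turned to lower. The value for fatty acid synthesis again rests on the preset correlation (adjusted p = 0.684 from camera with an estimated correlation over all arrays). Of the 25 genes with spread that the text or Fig 4B names, the 15 stated as up had higher means and the 9 stated as down had lower means. From the directions of these genes and the functions of IPA, the paper proposes a mechanism. In it, compression in the light period leads to lipolysis, cholesterol synthesis and bile acid secretion. The paper holds it likely that lower food intake induced lipolysis and cholesterol synthesis through the control of hepatic cholesterol. From reports on stress and corticosterone it also proposes that compression acts on metabolism, lipolysis included, as a stressor. For the same short-term experiment it reports a lower respiratory exchange ratio and more body-weight loss with compression.

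**Figure D4:**
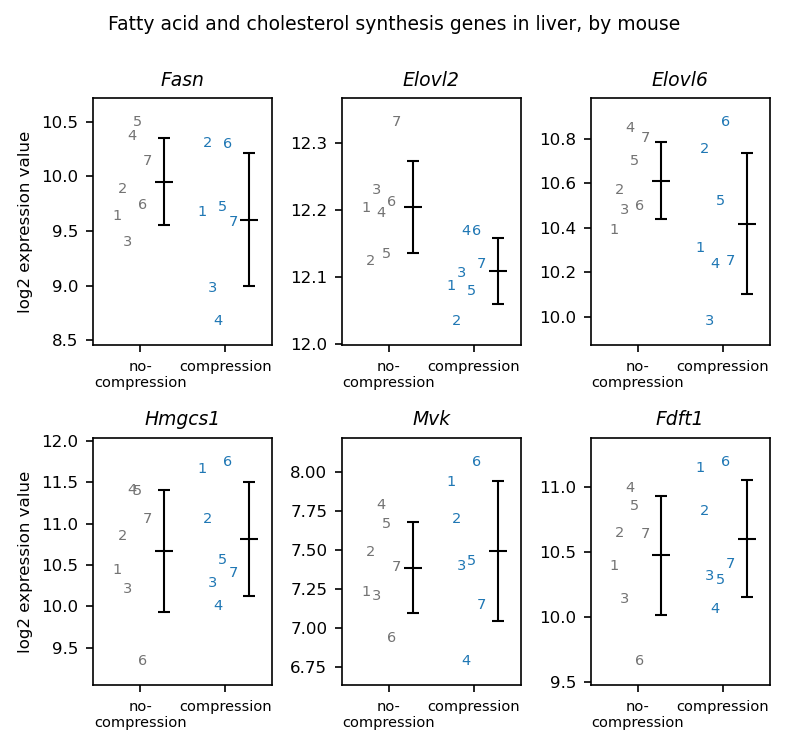
Log2 expression of 3 fatty acid genes (Fasn, Elovl2 and Elovl6) and 3 cholesterol genes (Hmgcs1, Mvk and Fdft1) in each mouse, 1 panel per gene. Each number is the replicate number of a mouse at its value, grey for no-compression and blue for compression, and black bars show the mean ± SD (n = 7), for example 9.60 ± 0.61 against 9.95 ± 0.40 for Fasn.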

## 4. Discussion

In this study, we investigated changes in metabolic function via compression load to the trunk using mice as subjects. A previous study showed that Sprague–Dawley (SD) male rats attached with a body girdle over a long term experienced changes in body fat mass, body weight, and food consumption caused by serum leptin decreases mediated by mTOR signaling [13], suggesting that the body girdle as a compression load to the trunk influences metabolic function. However, several studies reported that differences in degree of compression load value and compression period induced several different effects on cognitive function, motor function, and immune response [12, 14–17]. These reports suggest that the control of compression load value is an important factor in evaluating effects of compression load. To evaluate an effect on compression load to mouse, we made the optimal adjustable compression clothes for mice. We confirmed that adjustable compression clothes did not inhibit their common behavior patterns such as grooming and rearing. As a result of the application of a constant compression load to the trunks of mice, we observed that several effects were restricted to the light period (ZT2 to ZT11), which is an inactive phase for mice. Interestingly, some new effects were observed in the dark period (ZT12 to ZT23), the active phase for mice. Hence, the effects of compression load to the trunk indicated that these phenomena induced by compression load are closely linked to life rhythm because several metabolic changes observed were more prevalent in the inactive phase than in an active phase which demands more energy. To elucidate mechanisms of metabolic changes produced by the compression load to the trunk, we collected liver samples eight hours after compression load and performed transcriptome analysis. According to IPA analysis of disease and functions using DEGs in the liver, we found that several enriched functional categories were significantly affected in the compression group compared with the no-compression group. Those were related to metabolism function adjustment and were mainly suppression of fatty acid synthesis, activation of cholesterol synthesis process and activation of bile acid synthesis/secretion. Also, activation of lipolysis by compression load occurred because the gene expression of the hepatic lipase enzyme which hydrolyzes stored triglycerides to free fatty acids, Lipase E (Lipe) and Lipase C (Lipc), were increased in livers of the compression group compared with the no-compression group. Generally, internal cholesterol content is strictly controlled. Thus, it is likely that activation of lipolysis processes and cholesterol synthesis were induced by homeostatic maintenance of hepatic cholesterol concentrations caused by a food consumption decrease in an inactive phase. On the other hand, suppression of the functional categories including several DEGs relating to immune response were confirmed in the compression group. Those were decrease of the phagocytic activity and decrease of the migratory ability in immune cells. 

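Most of the phagocytosis genes with spread had lower means in the compression group. Tgm2, a transglutaminase that helps macrophages take up dying cells, was at a log2 value of 8.16 ± 0.09 (SD, n = 7) with compression and 8.55 ± 0.43 (SD, n = 7) without it, and 0 of 7 compression mice lay above the no-compression median. Gas6, which bridges dying cells to receptors of phagocytes, was at 7.49 ± 0.18 and 7.74 ± 0.47, and Marco, a scavenger receptor of macrophages, at 7.26 ± 0.25 and 7.39 ± 0.43. These 3 genes were chosen after their values were seen. Of 16 phagocytosis receptors and their ligands 8 had spread, 1 higher and 7 lower, with a median log2 fold change of −0.13. Among them Calr, a chaperone that marks dying cells when exposed at their surface, had a log2 fold change of −0.13 (standard error 0.0836).
In S1 Table the 18 matched genes of engulfment of phagocytes and the 17 of phagocytosis of phagocytes all lay on the stated side, and rank products called 16 and 15 of them, as it did 38 of the 47 of cell movement of leukocytes. The group of receptors did not pass camera (adjusted p = 0.211), though it did as lower under quantile normalization (0.000493) and median centring (1.07e-19), 0 members passed in limma, and 0 when adjusted over the list alone, while rank products called 4 lower. The paper's own DEGs make up these functions and 5 of the 16 receptor genes, so the directions are no independent evidence. The counts on the stated side without no-compression replicates 3, 6 and 7 were 8 of 18 for engulfment, 7 of 17 for phagocytosis and 24 of 47 for cell movement, the log2 fold change was −0.09 for Tgm2, 0.09 for Gas6, 0.16 for Marco and −0.05 for Calr, and the direction of camera turned to higher (adjusted p = 0.877).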

In general, it is known that the decrease of the phagocytic activity in immune cells is induced by stress [18]. It is also known that the corticosterone in response to stress has a function of lipolysis through activation of catabolic effects [19]. Therefore, it was suggested that the compression load to the trunk influenced metabolic function, e.g., lipolysis, as a kind of stressor.

Taken together, we revealed that compression loads applied to the trunk influenced lipid metabolism through lipolysis processes in an inactive phase. Recently, the effect of compression load has attracted a lot of attention in many fields such as treatment of lower extremity varicose veins, fatigue alleviation, and healthcare. Furthermore, when the effect of lipolysis through compression load is combined with choosing functional foods, further synergistic effects are expected because some functional foods including nobiletin also induce lipolysis activation [20]. Therefore, we will evaluate the combined effect of wearing compression clothes and consuming functional foods.

## Supporting information

S1 Table Disease and biofunctions analysis of the differentially expressed genes in the liver.

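S1 Table gives, for each of the 18 functions, the IPA category, the predicted direction and the DEGs that IPA assigned to it, with each gene's direction in the compression group. Hepatic genes that enter lipid functions, such as those of beta-oxidation of long chain fatty acid, stand beside genes of leukocytes, and a gene can stand under several functions. The predicted direction of a function comes from what IPA knows of each gene's effect and not from the share of its genes that are higher: weight gain, predicted as increased, holds 21 matched genes stated as higher and 8 stated as lower, and visceral metastasis, also increased, holds 14 and 17. Of the 6 matched genes of beta-oxidation of long chain fatty acid 5 are stated as higher and 1 as lower, with a median size of the log2 fold change of 0.19 on the arrays. Of the 8 of secretion of cholesterol 5 are stated as higher and 3 as lower, with a median size of 0.14. Means on the stated side were found for 5 of the 6 and 6 of the 8 without no-compression replicates 3, 6 and 7.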

S1 Fig Ratio of tissue to body weight (g / g). Left, liver: right, epididymal adipose tissue. Values are mean with SEM, n = 7 in each group.
(TIF)

## Abbreviations

DEGs: Differentially expressed genes
FDR: false discovery rate
NCBI: National Center of Biotechnology Information
RIN: RNA integrity number

How the deposited data were processed for this re-analysis (not part of the article)

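Hepatic gene expression was measured in 14 mice, 7 of the compression group and 7 of the no-compression group, 8 hours after the start of the compression load. RNA of each liver was hybridized to 1 Clariom S mouse array. The deposited table holds log2 expression values that the authors made with qFarms in R 3.4.4, a version that the submitters' processing notes name, by quantile normalization and a summary of the probes of each probe set by factor analysis. This summary leaves most probe sets almost constant, with a median SD of 1.04e-05 between arrays, and it cannot be undone from the table, so that a probe set without spread gives no information on a change. The table has 29129 rows, of which 6923 are control rows that were left out of the tests. The array medians lay between 6.51155 and 6.51546, and no read depth applies to arrays, where the number of arrays limits the precision. Genes were named from the annotation of the array platform, which gave 1 gene for 19572 of 22206 probe sets (88.1%), several for none and no name for 2634, of which 165 had spread. No genome build was used, so no coordinates are given.
Groups were taken from the sample labels. The log2 values of compression and no-compression arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment over 22206 probe sets, limit 0.05). The rank products method, which the paper's methods name with an FDR of 0.01, was written out in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The arrays of the groups were paired at random into 7 pairs, probe sets were ranked by fold change within each pair, the geometric mean of the ranks was taken, the median over 49 random pairings was compared with the product of independent uniform ranks, and the FDR was computed from this p. The RankProd package itself was not run. Gene groups were compared with camera of limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 45 lists, 32 of pathways and 13 of cell types, which hold 616 genes, 553 of them measured. Where p values of limma were adjusted over a list alone, the number of lists was not taken into account. Figures were drawn with matplotlib 3.10.9.
The tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined, and alternatives added later are said to be so. By that rule the text names every gene that the paper's text or Fig 4B names, the probe sets with the largest changes past the limit of limma, of which there were 0, the members of a list past that limit, of which there were also 0, and, for a list that did not change as a group, up to 2 members with the highest mean signal. Any other gene is said to have been chosen after its value was seen. Of the genes that the paper names, 27 had a named probe set and 25 of these had spread.
The scripts were tested on simulated data with 14 arrays and 22206 probe sets. Of 100 changed probe sets of each size limma recovered 70% at a log2 change of 0.5 and 88% at a log2 change of 1, with 3 false calls. In that test of limma each probe set kept its own SD. Rank products recovered 96% and 100%, with 0 false calls, where every probe set had the same SD of 0.156. These values do not carry over to the real arrays. With each probe set's own SD and no group difference, rank products gave a median of 500.5 calls. The alternatives were another normalization (quantile, median centring), a filter on low values, other settings of limma and rank products, other set tests, the replicate number as a block and leaving out each array in turn. Alternatives chosen after seeing the data were the restriction to the probe sets with an SD above 0.01, rank products over all rows of the table, and the removal of no-compression replicates 3, 6 and 7 together. For S1 Table symbols were matched without regard to case, family entries were left out, and no enrichment was tested, because its genes were chosen on these samples and a cell of the copy used here is shortened. Body weight, food intake and respiratory gases were not analysed here.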

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

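Of the tests below, those of rank products on other splits of the arrays, of the 3 arrays left out, of the estimated correlation, of food intake, of exchanged labels and of neutrophil markers were chosen after the results they bear on had been seen.

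Targets of PPARA, the nuclear receptor that turns on fatty acid use, were higher in the compression group, a group of genes that the paper does not discuss as such. Of 19 measured targets 13 had spread and all 13 were higher, with a median log2 fold change of 0.27 (camera of limma, adjusted p = 3.97e-06, and adjusted p = 0.633 with an estimated correlation). Vnn1, a pantetheinase, was at 7.82 ± 0.27 (SD, n = 7) with compression and 7.31 ± 0.43 (SD, n = 7) without it, Cyp4a14, a fatty acid hydroxylase, at 11.45 ± 0.30 and 11.00 ± 0.38, and Angptl4, which inhibits lipoprotein lipase, at 10.28 ± 0.10 and 9.88 ± 0.52. Genes raised in fasting liver, which share members with this group, were 7 higher and 3 lower (adjusted p = 0.0142 from camera, and adjusted p = 0.647 with an estimated correlation), and did not pass without compression replicate 3 (0.11) or 4 (0.116), without no-compression replicate 5 (0.176), without the genes that the paper names (0.816) or under median centring (0.715). Chaperones of the endoplasmic reticulum and genes of the unfolded protein response, which fold secreted proteins, were 1 higher and 13 lower of 14 with spread, with a median of −0.12 (adjusted p = 0.000407 from camera, and adjusted p = 0.633 with an estimated correlation). Of these Hspa5, the main chaperone, was at 11.98 ± 0.19 and 12.13 ± 0.13, Sdf2l1, a partner of that chaperone, at 8.00 ± 0.16 and 8.31 ± 0.26, and Asns, the asparagine synthetase, at 7.36 ± 0.44 and 8.05 ± 0.95. All 6 tubulins with spread, the subunits of microtubules, were lower, with a median of −0.17 (adjusted p = 0.00538 from camera, adjusted p = 0.633 with an estimated correlation, and 0.816 without the genes that the paper names), and Tubb4b passed limma when adjusted over the list alone (−0.11, standard error 0.0264, adjusted p = 0.0108). That adjustment takes no account of the 45 lists, and over all probe sets the adjusted p of Tubb4b from limma was 0.935. The genes named here were chosen after their values were seen, and the paper names 7 of the 19 PPARA targets, 7 of the 12 fasting genes, 5 of the 23 chaperone genes and 4 of the 11 tubulins from the same samples, which is not independent evidence. Rank products called 11 PPARA targets and 5 fasting genes higher and 2 fasting genes, 13 chaperone genes and 5 tubulins lower, while in limma 0 members passed over all probe sets, and when adjusted over the list alone 0 did in the first 3 groups. Without no-compression replicates 3, 6 and 7 camera gave adjusted p = 0.104 for PPARA targets, 0.202 for fasting genes, 0.202 for chaperones and 0.903 for tubulins, and the log2 fold change was 0.18 for Vnn1, 0.30 for Cyp4a14, 0.03 for Angptl4, −0.11 for Hspa5, −0.15 for Sdf2l1, 0.07 for Asns and −0.08 for Tubb4b.

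Dixon's test singled out 2 of 50 groups of 7 values, where chance alone gives about 5%. In the compression group Abca1 of replicate 3 was lowest at a log2 value of 9.02, with a gap of 0.639 of the range. In the same group Cxcl9 of replicate 4 was highest at 7.25, with a gap of 0.627 of the range.

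Rank products called 585 probe sets, and when the 14 arrays were split at random into groups of 7, 23 of 100 splits, the real one included, gave as many, with 905 as the highest of the others, so chance cannot be excluded for this count. Simulated arrays with no group difference, in which each probe set kept its own SD, gave a median of 500.5 calls (444 to 555 over 50 simulations), against 0 where every probe set had the same SD. The real count lay above all of these. The simulated probe sets varied independently of each other, and their SDs, taken over all 14 arrays, hold any group difference. The simulation therefore cannot tell what the rest of the count comes from. A candidate explanation is that the method takes all ranks of a probe set as equally probable, while here the 5.58% of probe sets that have spread take the extreme ranks in every pair. For limma the real count was 0, the highest of the other splits was 1, and 100 of 100 splits gave a count as large, which says nothing about chance because no count lies below 0. An effect of compression on some of the called genes stays open, as these tests address the count and not each gene.

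Camera passed 8 of 45 lists, and 15 of 100 splits of the arrays, the real one included, gave as many, with 14 as the highest of the others, so chance cannot be excluded for this number. With a correlation estimated for each list 0 of the 8 passed, and without no-compression replicates 3, 6 and 7 also 0 of the 8, so that shared variation between the genes of a list and these 3 arrays both remain as candidate explanations. The paper reports lower food intake with compression, which could raise PPARA targets. The 6 fasting genes outside that group had a median log2 fold change of −0.00361 with members on both sides (Igfbp1 −0.33, Irs2 −0.05, Pck1 0.01, G6pc −0.02, Ppargc1a 0.01 and Lpin1 0.63), which leaves food intake open. The compression load as a biological cause stays open too, and was not tested apart from food intake, since the same mice differed in both.

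No-compression replicates 3, 6 and 7 lay apart from the other 11 arrays on the first principal component. On the first component of 318 control rows 0 of the 3 arrays lay outside the range of the compression arrays. This component held 23.8% of their variance and mainly set compression replicate 3 (5.66) apart, so it decides little about array or hybridization quality. It does not address RNA or sample quality. Replicates 3, 6 and 7 had the lowest mean correlations with the other arrays (0.998, 0.996 and 0.998), which do not tell quality from a difference between mice. Quality stays open. On the first component of the probe sets with spread all 3 lay beyond every compression array, but they were picked for lying apart on it, so this decides nothing about a wrong label, which stays open. For blood neutrophils in the tissue, all 3 marker genes with spread lay above every compression array on 2 of the 3 arrays, replicates 6 and 7, and on replicate 3 S100a8 did (5.81) while S100a9 and Retnlg did not, and S100a8 alone also did on replicate 4 (5.68), an array that does not lie apart, so this explanation stays open too. A batch stays open, since none is given in the sources used here, and the design names no condition that sets these mice apart, so no biological explanation was tested.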

How the results depend on the processing

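All alternatives named here were planned, except the restriction to probe sets with spread, rank products over all rows of the table and the removal of no-compression replicates 3, 6 and 7, which were chosen after seeing the data. With limma 0 probe sets passed under every alternative, with 112 (median centring) to 1256 (without no-compression replicate 1) at an unadjusted p under 0.05 over all probe sets. Of 100 random splits of the arrays 52 gave a count as large as the main one of 1152, which is therefore no sign of a difference. The count of rank products was 481 higher and 480 lower at an FDR under 0.05, 3 and 2 among the probe sets with spread alone, 39 and 21 without the 3 arrays, and 0 and 0 with all 49 pairs and a null from permuted labels. Leaving out 1 array in turn gave 148 to 294 higher and 113 to 252 lower. Leaving out arrays leaves fewer than 7 pairs to rank, so these falls are not put down to the arrays removed. Without the 3 arrays 126 of the matched genes of S1 Table lay on the stated side, and with 1 array left out 212 to 215. Another seed, other normalizations, a filter on low values and 1 probe set per gene kept the counts of rank products within 1.5 times.

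For the gene lists, adjusted p values are those of camera of limma unless fry is named. Without the 3 arrays fatty acid synthesis (0.0445) came past the limit and mitochondrial beta-oxidation (0.286) no longer passed, while lipolysis (0.553), cholesterol synthesis (0.356), bile acid synthesis (0.877), chemokines and cytokines (0.877), phagocytosis receptors (0.877) and acute phase proteins (6.74e-14) turned their direction. With an estimated correlation mitochondrial beta-oxidation was at 0.633 and bile acid synthesis at 0.647, and with fry of limma they were at 0.583 and 0.637. Fatty acid synthesis, lipolysis and glycogen metabolism were at 0.684 each with an estimated correlation. Without the genes that the paper names 3 of the 8 lists still passed, ketogenesis was too small to test, peroxisomal beta-oxidation (0.824), bile acid synthesis, fasting genes and tubulins (0.816 each) did not, and lipolysis (0.816) and chemokines (0.92) turned. Among the probe sets with spread alone fatty acid synthesis (0.0494), lipolysis (0.00229), chemokines (0.0341), phagocytosis receptors and glycogen metabolism (0.0474 each) passed, and cytosolic heat shock proteins (0.0474) turned. Under quantile normalization 17 lists passed, among them fatty acid synthesis (1.57e-05), phagocytosis receptors (0.000493), periportal hepatocytes (0.000514), Kupffer cells and amino acid catabolism (0.00147 each), acute phase proteins (0.0107), glycogen metabolism (0.0245) and cholesterol efflux (0.0443), while bile acid synthesis (0.166) and ketogenesis (0.783) did not, and cholesterol synthesis (0.66), cytosolic heat shock proteins (0.0445), sinusoidal endothelial cells (0.00421) and pancreatic acinar cells (0.0223) turned. Under median centring 25 lists passed, among them fatty acid synthesis (1.96e-44), lipolysis (6.92e-06), chemokines (8.14e-09), phagocytosis receptors (1.07e-19), cholesterol efflux (1.06e-05), amino acid catabolism (1.12e-14), acute phase proteins (5.06e-31), periportal hepatocytes (2.27e-21), Kupffer cells (5.81e-10), and neutrophils and proliferation (1.44e-08 each), while bile acid synthesis (0.455) and fasting genes (0.715) did not, and cholesterol synthesis (7.2e-12), cholesterol sensing (0.000514), bile acid transport (1.34e-07), gluconeogenesis (0.0069), cytosolic heat shock proteins (1.46e-06), glucocorticoid-induced genes (0.00391), growth hormone targets (0.0255) and xenobiotic metabolism (0.0102) turned. Median centring acts by construction, since it moves each array by its median, which differs between arrays far more than most probe sets do. Under quantile normalization 172 probe sets had an unadjusted p of limma under 0.05, against 1152 in the main test. Passes and failures to pass under both settings are therefore not read as evidence on a list. Leaving out 1 array gave 0.0049 to 0.59 for fatty acid synthesis, 0.0132 to 0.577 for lipolysis, 0.00238 to 0.124 for bile acid synthesis and 0.186 to 0.958 for cholesterol synthesis, the last with turns of direction.

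Without the 3 arrays the log2 fold change turned for Cyp27a1 (−0.0703), Baat (−0.00152), Il1rn (0.13), Il33 (0.0806), Gpat4 (0.12), Acadvl (−0.00702), Acaa1b (−0.0510), Hmgcs1 (−0.20), Mvk (−0.0492) and Fdft1 (−0.12), and 15 of the 25 genes with spread kept their sign. With 1 array left out Hmgcs1 ranged from −0.0767 to 0.28 and Fdft1 from −0.00822 to 0.22, and no other of the 25 genes turned. Apart from these constructions the cause of each difference was not tested. The replicate numbers do not pair the arrays: the correlation of the deviations of arrays with the same number lay above 0.1 for 2 of 7 pairs, between −0.49 and 0.34, and 1 of 7 arrays was closest to its own number. With the replicate block rank products called 347 higher and 285 lower, limma 0, and lipolysis came past the limit (0.0456), with no other list call changed. The mean over all probe sets of a gene gave no value, since no gene named by the paper has several. The number of arrays and the shrinkage of most probe sets to a constant limit what can be seen.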

Differences from the paper's values

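No count of DEGs differs by the criteria used here. The paper's counts are 604 DEGs, 334 higher and 270 lower in the compression group, and rank products gave 585, 297 and 288 here at the paper's FDR of 0.01. In other settings the total did differ, with 278 without no-compression replicate 7 and 0 with a null from permuted labels. The near match is no evidence of a group difference. Simulated arrays without one gave a median of 500.5 calls, and 23 of 100 splits of the arrays gave as many as the real one.

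All 24 genes with spread for which the paper states a direction had a mean on that side. The paper lists Cxcl2 among the genes lower with compression, and here its log2 value was 5.96 in both groups without spread and no setting of rank products called it. The paper also lists as DEGs some genes that rank products did not call at an FDR of 0.01. At an FDR under 0.05 it called Cyp27a1 (0.011), Il33 (0.0219), Gpat4 (0.0115), Acadvl (0.016) and Hsd17b4 (0.0125), each on the side that the paper states. Of the settings fixed before the data were examined, the replicate block (0.00658) and leaving out no-compression replicate 1 (0.00605), 2 (0.00659) or 4 (0.00627) also called Cyp27a1, another seed (0.0082) and leaving out no-compression replicate 5 (0.00607) called Gpat4, and leaving out no-compression replicate 1 (0.00594) or 2 (0.00784) called Acadvl. Hsd17b4 was called with another seed (0.00228) and without compression replicate 4 (0.00861) or no-compression replicate 1 (0.000678), 2 (0.00586), 4 (0.00906) or 5 (0.00868). Rank products over all rows of the table, control rows included, called Cyp27a1 (0.00949) and Gpat4 (0.00918), a setting chosen after seeing the values. The paper draws Hmgcs1 as higher, and here rank products called it in both directions.

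S1 Table gives Plk3 as higher, and its log2 fold change was −0.00332, though rank products called it higher (FDR 0.00181). Of the 215 matched genes of S1 Table rank products called 180 on the stated side, and at an FDR under 0.05 all of the others but Lpcat3 (0.0607) and Cxcl2.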

Other observations

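The removal of no-compression replicates 3, 6 and 7 and the values per array were chosen after the results had been seen, and so were the genes named in this part, except the abundant members of each list. Acute phase proteins, which liver secretes in inflammation, went in both directions: of 21 genes with spread 5 were higher and 16 lower, with a median log2 fold change of −0.01 (adjusted p = 0.643 from camera of limma, and 0.0107 and 5.06e-31 as lower under quantile normalization and median centring). Hpx and Fgg, which bind heme and form fibrin, had log2 fold changes of −0.02 and −0.02. Saa2, an apolipoprotein of the acute phase, was at 11.79 ± 0.57 (SD, n = 7) with compression and 11.17 ± 1.59 (SD, n = 7) without it. The mean deviation of the list was 0.32, 0.65 and 0.26 in no-compression replicates 3, 6 and 7, and −0.69, −0.29, −0.20 and −0.18 in no-compression replicates 1, 2, 4 and 5, while the compression replicates lay between −0.18 and 0.14. Without no-compression replicates 3, 6 and 7 the log2 fold change was 1.74 for Saa2, and the list turned to higher (adjusted p = 6.74e-14 from camera). That value rests on the preset correlation of 0.01, whereas the correlation estimated for this list over all 14 arrays was 0.757 (adjusted p = 0.875 with an estimated correlation over all arrays). Without no-compression replicate 1 it was lower and passed (adjusted p = 0.0155 from camera). The paper names 5 of its 22 measured genes from the same samples.

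Genes induced by glucocorticoids, hormones of the stress response, were 5 higher and 6 lower, with a median of −0.01, while camera gave the direction as higher (adjusted p = 0.361) and as lower under median centring (adjusted p = 0.00391). Fkbp5, a co-chaperone of the glucocorticoid receptor, was at 10.04 ± 0.21 and 9.74 ± 0.29, with a log2 fold change of 0.30 and of 0.23 without those 3 arrays, and Mt1, a metallothionein of high signal, had a log2 fold change of 0.02. Genes of the circadian clock were 5 higher and 2 lower (adjusted p = 0.622 from camera), among them Usp2, a rhythmic deubiquitinase, at 0.24, and Dbp, a rhythmic transcription factor, at 0.13. Genes of amino acid catabolism and the urea cycle were 1 higher and 8 lower, with a median of −0.03 (adjusted p = 0.534 from camera, and 0.00147 and 1.12e-14 under quantile normalization and median centring), and hypoxia-induced genes 3 higher and 2 lower (adjusted p = 0.829 from camera). Growth hormone targets were 5 higher and 2 lower (adjusted p = 0.712 from camera) and xenobiotic genes 7 higher and 4 lower (adjusted p = 0.471 from camera), and both turned to lower under median centring (0.0255 and 0.0102). Nr1i3, a nuclear receptor of foreign compounds, had a log2 fold change of 0.50 (standard error 0.207) and 0.08 without those 3 arrays. The 3 cytosolic heat shock genes with spread were lower, with a median of −0.17, while camera gave the direction as higher (adjusted p = 0.816) and as lower under quantile normalization and median centring (0.0445 and 1.46e-06). The 3 proliferation genes with spread were lower (adjusted p = 0.622 from camera, and 1.44e-08 under median centring), and no YAP target or contractile gene had spread (adjusted p = 0.768 from camera). Without those 3 arrays camera gave adjusted p = 0.122 for glucocorticoid-induced genes, 0.877 for the clock, 0.544 for amino acid catabolism, now as higher, 0.925 for hypoxia, 0.544 for growth hormone targets, now as lower, 0.877 for xenobiotic genes, 0.544 for heat shock genes, 0.877 for proliferation and 0.544 for YAP targets. The paper names 2, 1, 0, 3, 5, 5, 1, 1 and 0 genes of these 9 lists from the same samples.

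Markers of pericentral hepatocytes were 3 higher and 1 lower (adjusted p = 0.525 from camera), and those of periportal hepatocytes 2 higher and 5 lower (adjusted p = 0.471 from camera, and 0.000514 and 2.27e-21 as lower under quantile normalization and median centring), with 0.877 for both without no-compression replicates 3, 6 and 7 and the pericentral direction turned to lower. The paper names 3 and 2 of these markers. Markers of sinusoidal endothelial cells and stellate cells had 1 member with spread each (adjusted p = 0.622 from camera for both), as had red blood cells (adjusted p = 0.712), and those of cholangiocytes, adipocytes and pancreatic acinar cells had none (adjusted p = 0.951, 0.573 and 0.57). Under quantile normalization sinusoidal endothelial cells turned to lower (0.00421) and acinar cells to higher (0.0223). Leaving out those 3 arrays gave 0.823 for sinusoidal endothelial cells and for red blood cells, 0.877 for stellate cells and for cholangiocytes, the latter turned to lower, 0.856 for adipocytes and 0.544 for acinar cells. In limma 0 members of the lists of this part passed, and 0 when adjusted over the list alone.

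Genes with the lowest unadjusted p of limma among those with spread were Tubb4b, Nceh1 and Fitm2. Nceh1, a hydrolase of neutral cholesterol esters, was at 9.01 ± 0.08 and 8.66 ± 0.23, above the no-compression median in 7 of 7 compression mice, and Fitm2, which takes part in lipid droplet formation, at 7.93 ± 0.05 and 7.74 ± 0.13 (adjusted p = 0.943 from limma for both). Without no-compression replicates 3, 6 and 7 their log2 fold changes were 0.19 and 0.09 in place of 0.35 and 0.19.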
